A study of Mus musculus with 51 samples.

How the data were processed

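RNA was measured by sequencing in mouse hepatocytes and mouse liver. The hepatocyte libraries fall into 4 groups by their labels, with 4 FoxA triple null, 4 FoxA3 null, 3 FoxA1/A2 lox and 4 FoxA1/A2 Cre alfp libraries. The liver libraries are 2 labelled HNF4a control and 4 labelled HNF4a null. Per the labels' protocols, a single RNA library kit and sequencer model served all RNA libraries. The series also holds chromatin immunoprecipitation and ATAC-seq samples; of these, only the HNF4a peak list of the control samples was used, and the rest was not analysed here.

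The expression values are RPKM (read number scaled by gene length and by sequencing depth) that the authors deposited as 1 matrix of 33773 gene symbols. The aligner, counting tool, genome build and annotation are not stated in the labels or in the file headers. Of the matrix's columns, 21 matched a sample or a group by name, and 9 others matched no sample and were not used. The HNF4a columns carry a barcode in place of a replicate number, so those libraries are named by barcode. No count table was used, so no count model was fitted. Of the values above 0, 2.9% were under 1e-06, so the values are not all plain read counts divided by length and depth.

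Absolute depth is unknown. Low RPKM values differed between libraries by constant factors, which gave each library's depth relative to the shallowest one. This was 2.01 to 2.39 in the triple null, 2.05 to 2.42 in FoxA3 null, 2.24 to 3.73 in lox, 2.48 to 4.06 in Cre alfp, 1.08 to 1.1 in HNF4a control and 1 to 1.07 in the libraries labelled HNF4a null. All 21 choices of reference library gave each of these depths within 2%. The liver libraries were thus the shallowest, and their low values are the least precise.

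The 7 comparison tables hold log2 fold changes and p-values that the authors computed and deposited; per the file headers these are log2 fold changes with adjusted p-values, but the test, its libraries and its filters are not stated. The sign of the deposited table against undeleted controls is the reverse of the others and was turned. The last column of the deposited table against Cre alfp held the unadjusted p-value, which was adjusted by the Benjamini-Hochberg method before use. The libraries behind the adult reference of the hepatoblast and newborn tables are not stated. The sum of the hepatoblast table and the table of triple null against hepatoblast correlated across genes with the difference from lox at 0.941, from Cre alfp at 0.768 and from FoxA3 null at 0.559 (Spearman).

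The HNF4a peak list holds positions and a score per peak as the authors deposited it, with peak names in the style of MACS; the score's scale and the genome build are not stated. The gene table supplied for names, assembly GRCm38.p6, was used for symbols only. The build of the peaks is not named, so peaks were not joined to genes and the planned test of peaks against changed genes was not run.

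Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(RPKM + 1). A fold change on this scale understates the change of low genes. The 15 hepatocyte libraries entered 1 fit without covariates, over genes with RPKM of at least 1 in at least 3 libraries. The 6 liver libraries entered a separate fit with that minimum in at least 2 libraries. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05 and its absolute log2 difference was at least 1. The interaction is the difference of triple null from FoxA3 null minus the difference of Cre alfp from lox.

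Lists of marker and pathway genes, 16 in all, were written before the data were examined and tested with limma camera at its preset correlation of 0.01. Lists with fewer than 5 tested genes were left out. The lists cover hepatocyte secreted and metabolic genes, liver transcription factors, bile acid genes, cholesterol synthesis, urea cycle and amino acid genes, coagulation and complement, acute phase, fetal liver, cell cycle, and markers of cholangiocytes, Kupffer cells and macrophages, sinusoidal endothelium, stellate cells and fibroblasts, lymphocytes, neutrophils and monocytes, and erythroid cells. Overlaps of called genes were tested with a two-sided Fisher's exact test, and correlations across genes are Spearman's and were not tested, since genes are not independent replicates.

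Genes are named by a rule fixed along with the lists. Foxa1, Foxa2, Foxa3 and Hnf4a are given in every library. For triple null against FoxA3 null and for the liver comparison, the 5 highest and 5 lowest called genes by log2 difference follow, given a mean RPKM of at least 5 in the higher group and no overlap between libraries. For each other comparison 2 each way are named, and for each list that passed, the 3 members with the largest difference. Some genes that the rule selects are not reported here. Symbols of multigene families (Mup, Ugt2b, Cyp2a, Cyp2b, Serpina, Orm) and pseudogenes share reads with near-identical copies, and small RNA genes are poorly captured in such libraries, so their values are uncertain.

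The fits were tested on simulated data with 200 changed genes each. In the simulation of triple null against FoxA3 null over 11500 genes, 94.5% of changed genes were recovered with 3 false calls. For the interaction 87.5% were recovered with 5 false calls, and for the liver comparison over 12434 genes 92.5% with 7. Of the smaller simulated changes, 92%, 81% and 88% were recovered in these. All simulated changes exceeded the minimum difference of 1 and lay in genes above a set mean expression, without batch differences. Recovery of changes near the minimum, or in low genes, was thus not tested. Alternatives tried were another pseudocount, no filter or a mean filter, quantile and median scaling, eBayes without a trend, protein-coding symbols alone, no minimum difference, the replicate number as a block, each library left out, only the compared groups in the fit, and other list tests. The protein-coding alternative was chosen after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.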

Results

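FoxA1, FoxA2 and FoxA3 are related transcription factors of liver cells, and HNF4a is another. The series asks what adult hepatocytes express once all FoxA genes are lost. In the triple null, Foxa1 and Foxa2 were deleted in adult FoxA3-deficient mice by a virus that carries Cre recombinase, and per the design text their controls, FoxA3 null here, received the same virus type with GFP. FoxA1/A2 lox libraries carry no deletion, and FoxA1/A2 Cre alfp libraries have the FoxA1/A2 deletion with FoxA3 present. RNA-seq libraries numbered 4 in the triple null, 4 in FoxA3 null, 3 in lox and 4 in Cre alfp. A separate set from liver held 2 HNF4a control libraries and 4 labelled HNF4a null. Values are the authors' RPKM, given as mean ± SD, and differences are on the log2(RPKM + 1) scale. Absolute depth is unknown, and relative depth spanned 1 to 4.06 across libraries.

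The targeted genes were examined first. Foxa3 was listed at 0.0068, 0, 0.0112 and 0 RPKM in the FoxA3 null libraries and at 0.00638, 0, 0 and 0.0114 RPKM in the triple null libraries. It was 25 ± 5.39 RPKM in lox (n = 3) and 31.1 ± 2.85 in Cre alfp (n = 4). Foxa2 was 13.7 ± 4.58 RPKM in FoxA3 null (n = 4) and 0.366 ± 0.103 in the triple null (n = 4), a log2 difference of -3.39 (SE 0.24, limma adjusted p 1.34e-07). FoxA3 null replicate 3 lay apart from its group, at 20.6 RPKM. Foxa1 was 8.5 ± 1.85 RPKM in FoxA3 null and 3.28 ± 0.283 in the triple null, a log2 difference of -1.13 (SE 0.16, limma adjusted p 0.00011). The triple null thus kept 38.6% ± 3.33 of the FoxA3 null Foxa1 level and 2.67% ± 0.75 of its Foxa2 level (n = 4). The authors' deposited table gives log2 fold changes of -0.6 for Foxa1 and -4.22 for Foxa2. The loss of Foxa1 is thus weaker in that table than here. In Cre alfp, 18.4% ± 1.49 of the lox Foxa1 level and 8.78% ± 1.02 of the lox Foxa2 level remained (n = 4). These shares are of the lox mean, and their SDs leave out the spread of lox. The lox levels were 6.72 ± 1.81 RPKM for Foxa1 and 12.5 ± 6.26 for Foxa2 (n = 3). Hnf4a did not differ between triple null and FoxA3 null (145 ± 34.2 against 159 ± 36 RPKM, limma adjusted p 0.658).

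Hnf4a went against the label in the liver libraries. It was 519, 545, 487 and 545 RPKM in the libraries labelled HNF4a null and 126 and 118 RPKM in the HNF4a control libraries. The log2 difference was 2.09 (SE 0.1, limma adjusted p 1.35e-05), or 1.76 relative to the median of all genes, and the authors' deposited table gives 1.73. The matrix gives 1 value per gene, so a transcript that lacks deleted exons is not separated from a complete one. Directions below for this group are those of the libraries labelled HNF4a null.

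**Figure D1:**
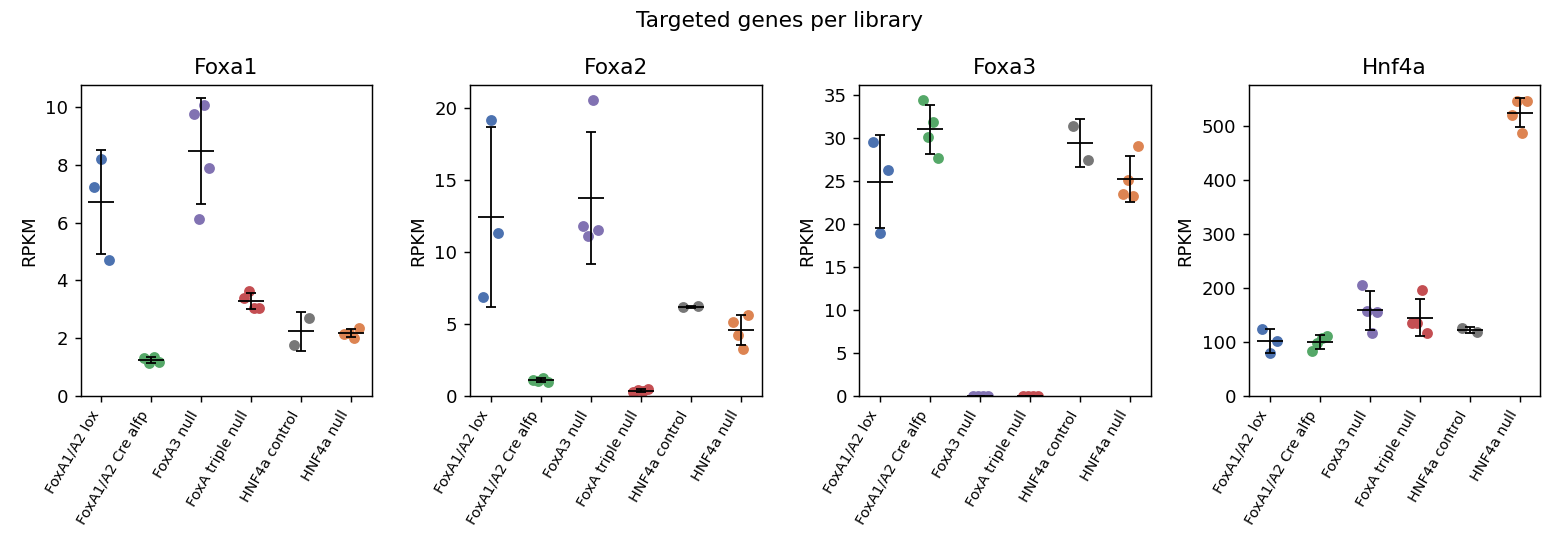
RPKM of the 4 targeted genes in each library (points), with mean and SD (black) per group. Foxa3 sits near 0 in FoxA3 null and triple null, and Hnf4a is highest in the libraries labelled HNF4a null, from 487 to 545 RPKM.

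The hepatocyte libraries split in a way that follows more than the FoxA1/A2 deletion. Of 11500 tested genes, 1277 had no overlap between the 7 lox and Cre alfp libraries and the 8 FoxA3 null and triple null libraries, where chance gives 0.031%, or 3.6 genes. The other pairings of the groups parted 285 and 64 genes. In the whole matrix, 11 genes were listed at 0 in all 8 FoxA3 null and triple null libraries and above 1 RPKM in all 7 others, and 2 genes showed the reverse. AC113316.1 ranged from 117000 to 463000 RPKM in the lox and Cre alfp libraries and was listed at 0 elsewhere. Each side holds samples of 1 FoxA3 genotype only, so the hepatocyte libraries alone cannot tell the batch from the FoxA3 genotype. The 11 genes were also listed at 0 in all 6 liver libraries, which express Foxa3 at 23.3 to 31.4 RPKM. Loss of FoxA3 is therefore not needed for these 11. Triple null against lox, triple null against Cre alfp, and FoxA3 null against lox all cross this split. Triple null against FoxA3 null and Cre alfp against lox lie within a side.

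**Figure D2:**
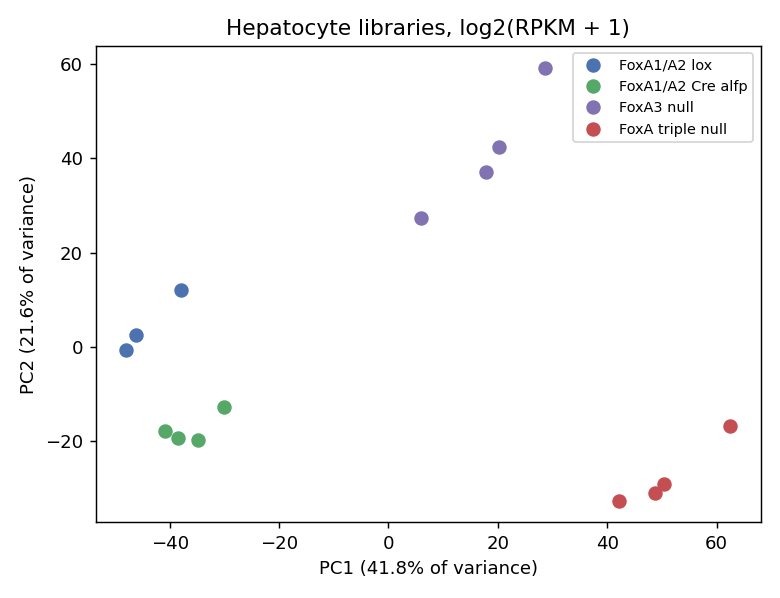
First 2 principal components of log2(RPKM + 1) in the hepatocyte libraries, one point per library. PC1 (41.8% of variance) parts lox and Cre alfp from FoxA3 null and triple null, and PC2 (21.6%) parts FoxA3 null from triple null.

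Triple null against FoxA3 null asks what is lost when FoxA1 and FoxA2 are deleted without FoxA3. Of 11500 genes, 933 were called, 479 higher and 454 lower. The alternative that moved this most was dropping the minimum difference, with 3413 genes. Sult1e1 was highest, at 1120 ± 281 RPKM against 4.29 ± 1.7 (n = 4 each), a log2 difference of 7.75 (SE 0.34, limma adjusted p 9.48e-10). 9030619P08Rik, Spink3, Hamp2 and Lcn2 followed with log2 differences of 6.33, 6.13, 5.36 and 5.21. Vtn was lowest, at 15.1 ± 2.23 against 2190 ± 628 RPKM, a log2 difference of -7.05 (SE 0.18, limma adjusted p 3.19e-12). Ugt2b1, Slco1a1, Hsd3b5 and Mup21 followed with -6.2, -6.04, -6.02 and -5.93. Ugt2b1, Mup21 and Hamp2 belong to families whose members share reads. Hsd3b5 in triple null replicate 4 lay apart from the other libraries of its group, at 1.72 RPKM.

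In that comparison 6 of the tested lists passed camera. Coagulation and complement genes were lower (median log2 difference -0.98, 16 of 20 lower, adjusted p 1.53e-09), with 10 called over all genes and 10 adjusted over the list alone. C8b, F11 and Mbl2 changed most, by -5.57, -4.11 and -3.47. Hepatocyte secreted and metabolic genes were lower (median -0.95, 21 of 27 lower, adjusted p 2.08e-09), with 14 called over all genes, 12 of them lower, and 14 adjusted over the list alone. Ttr was 93.8 ± 15.6 against 4770 ± 852 RPKM, a log2 difference of -5.65, and Apoa1 and Ambp fell by 5.23 and 4.12. Acute phase genes were higher (median 1.54, 11 of 13 higher, adjusted p 0.000342), with 10 called over all genes, 9 of them higher, and 10 adjusted over the list alone. Hamp2, Orm3 and Saa1 led at 5.36, 4.26 and 3.6, although Saa1 varied widely (2960 ± 2240 RPKM in the triple null).

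Cell cycle genes were higher (median 0.74, 13 of 13, adjusted p 0.00166), with 2 called over all genes and 4 adjusted over the list alone. Cdc20 (log2 difference 1.38) was not called, but was without FoxA3 null replicate 4 (1.64) or triple null replicate 3 (1.76). Cdk1 (1.37) was called, but not without FoxA3 null replicate 2 (1.15) or triple null replicate 2 (limma adjusted p 0.0656). Birc5 (1.14) was called, but not without FoxA3 null replicate 2 (1.02), triple null replicate 2 (0.93) or triple null replicate 4 (1.03). Sinusoidal endothelium markers were lower (median -0.79, 12 of 12, adjusted p 0.000192), with 3 called over all genes and 3 adjusted over the list alone: Egfl7 (-1.41), Clec4g (-1.29) and Eng (-1.16, or -0.95 and not called without triple null replicate 3). Stellate and fibroblast markers were lower (median -0.8, 5 of 5, adjusted p 0.0459), with 2 called over all genes and 2 adjusted over the list alone, namely Colec11 (-1.25) and Reln (-1.15, with triple null replicate 2 apart at 1.36 RPKM); Dcn (-0.8) was called only without triple null replicate 2 (-1.07). The stellate list lost its call under quantile normalization (camera adjusted p 0.0731) and without triple null replicate 3 (0.148) or 4 (0.0649). Without FoxA3 null replicate 3 it had fewer than 5 tested genes and was not tested. Under camera with the estimated correlation, only the coagulation (adjusted p 0.00431) and hepatocyte (0.0186) calls held, while under fry all 6 held. The remaining lists did not pass camera: bile acid (median -0.04, adjusted p 0.0699), cholesterol (-0.29, 0.0699), erythroid (-0.2, 0.776), fetal liver (0.1, 0.776), Kupffer (-0.06, 0.776), liver transcription factors (0.03, 0.776) and urea cycle (-0.29, 0.583). Under fry, bile acid (adjusted p 0.000187), erythroid (0.0115) and fetal liver (0.00151) genes also passed, for 9 lists in all. Without triple null replicate 4 the bile acid list passed camera (0.048), and without triple null replicate 1 the cholesterol list did (0.0203). Cholangiocyte, lymphocyte and neutrophil lists had 3, 0 and 3 tested genes and were not tested.

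Cre alfp against lox asks what the FoxA1/A2 deletion changes with FoxA3 present. Of 11500 genes, 274 were called, 148 higher and 126 lower. Without lox replicate 1 the count was 177. Mup9 was 5990 ± 1750 RPKM (n = 4) against 194 ± 311 (n = 3), a log2 difference of 6.8 (SE 1.05, limma adjusted p 0.00156), and belongs to a family that shares reads. Mir1894 was at 55.1, 53.3, 215 and 554 RPKM in Cre alfp and listed at 0 in lox. Hsd3b5 and Selenbp2 were lowest, with log2 differences of -5.91 and -5.29.

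The interaction asks whether the deletion acts differently with and without FoxA3. It was called in 784 genes, 377 higher and 407 lower. Of these, 470 were also called in triple null against FoxA3 null and 91 in Cre alfp against lox. Vtn changed by -7.05 without FoxA3 and by -0.24 with it, an interaction of -6.81 (SE 0.26, limma adjusted p 6.65e-10). The interaction was 7.32 for 9030619P08Rik and 5.41 for Spink3. The way of deletion also differs between the arms.

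In the comparisons across the split, triple null against lox called 1556 genes (888 higher, 668 lower), triple null against Cre alfp 1184 (605 and 579), and FoxA3 null against lox 827 (418 and 409). The median log2 difference of all tested genes was 0.132, 0.125 and 0.103 in these, so directions are relative to that shift. Median scaling changed the share of lower calls from 42.9% to 54.9%, from 48.9% to 60.4% and from 49.5% to 63.7%. The pseudogene Gm10736 was among the highest in all 3, at 187 ± 67.4 RPKM in the triple null and 196 ± 43.8 in FoxA3 null against 0.612 ± 0.543 in lox. Relative to the shift, Sult1e1 was 9.78 higher on the log2 scale than in lox, and 9030619P08Rik 6.58 higher than in Cre alfp. Rpl34-ps1 was 100 ± 9.81 RPKM in FoxA3 null and listed at 0 in lox. In the liver libraries, which express Foxa3, Gm10736 was 116 ± 10.1 RPKM in HNF4a control and 212 ± 30 in those labelled HNF4a null. Rpl34-ps1 was 67.9 ± 4.03 and 89.2 ± 11.2 RPKM there. Loss of FoxA3 is therefore not needed for the high values of Gm10736 and Rpl34-ps1. The lowest genes by the rule, AC113316.1 and Gm11966, were listed at 0 in triple null and FoxA3 null. In the 3 comparisons of the triple null, 226 genes were called higher in all and 214 lower in all. These comparisons share the triple null libraries. The correlation across genes between the difference from FoxA3 null and that from lox was 0.488, against 0.429 for unchanged groups that share libraries in this way. Between the differences from FoxA3 null and from Cre alfp it was 0.468 against 0.46.

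**Figure D3:**
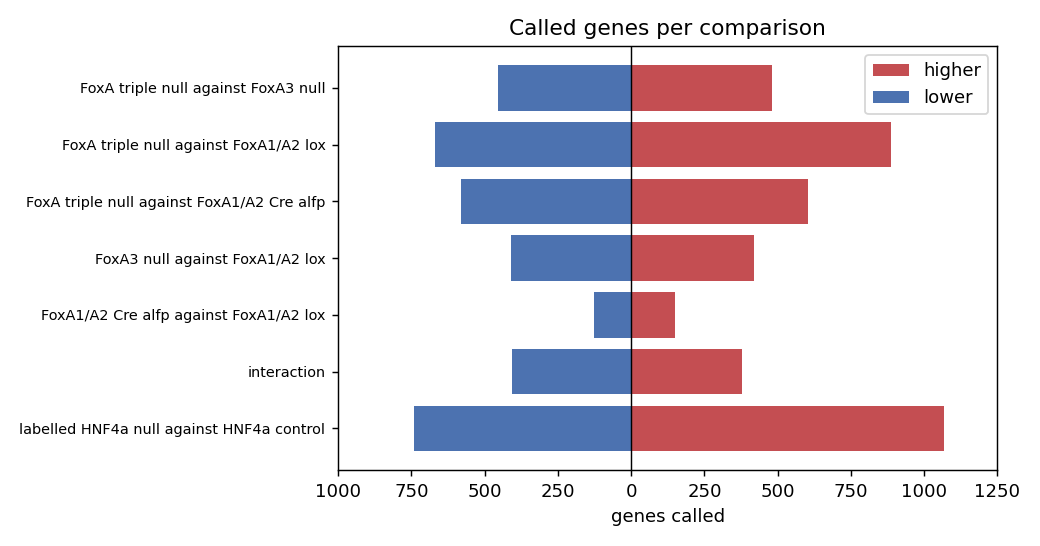
Genes called higher (right) and lower (left) in each comparison, with the horizontal axis in genes. Cre alfp against lox had the fewest calls, 274, and the liver comparison the most, 1807.

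The liver comparison asks what changes with HNF4a. In the libraries labelled HNF4a null, 1807 of 12434 genes were called, 1067 higher and 740 lower than in control. The median log2 difference of all genes was 0.337, and the log2 differences below are relative to it. Under median scaling the share of lower calls rose from 41% to 65.8%. Serpina3k was lowest at 8.44 ± 4.91 (n = 4) against 5730 ± 47 RPKM (n = 2), a relative log2 difference of -9.71 (SE 0.4, limma adjusted p 9.95e-06). Ces3a, 2810007J24Rik, Serpina1b and Fabp1 followed with -8.93, -8.34, -8.2 and -8.17. Cyp2a4, Cyp2b9 and Akr1b7 were higher by 5.96, 5.76 and 5.57. Serpina3k, Serpina1b, Cyp2a4 and Cyp2b9 belong to families whose members share reads. The small RNA SNORD46 averaged 940 ± 263 RPKM against near 0 in control, and Scarna8 was listed at 0 in control. Foxa1, Foxa2 and Foxa3 were not called (-0.35, -0.72 and -0.55). Calls rest on the differences before that shift, here -0.02, -0.39 and -0.22, and on the minimum difference of 1. The authors' deposited table gives log2 fold changes of -0.5, -0.77 and -0.65, each at its adjusted p-value under 0.05. A smaller fall of these genes is therefore not ruled out.

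In that comparison 7 lists passed camera. Relative to the median of all genes, median log2 differences were -1.75 for cholesterol synthesis (0 of 15 higher), -1.48 for coagulation and complement (1 of 20 higher), -1.47 for hepatocyte genes (7 of 27 higher), -0.74 for bile acid genes (7 of 16 higher) and -0.44 for liver transcription factors (6 of 21 higher). They were 0.87 for cholangiocyte markers (11 of 11 higher) and 0.62 for cell cycle genes (16 of 16 higher). Their camera adjusted p-values were 4.86e-13, 5.95e-11, 3.33e-09, 0.00465, 0.00465, 0.00525 and 0.00753. Called over all genes and adjusted over the list alone, the counts were 12 and 12, 11 and 11, 15 and 16, 11 and 11, 5 and 5, 8 and 8, and 7 and 8. The calls of the bile acid list were 8 lower and 3 higher, and those of the transcription factor list 3 lower and 2 higher. Among the members that changed most were Sc5d (-3.35) for cholesterol, and Mbl2, C8a and F12 (-7.79, -7.45 and -6.89) for coagulation. For hepatocyte genes they were Serpina1a, Apoa2 and Apoc3 (-8.05, -6.46 and -6.24) and for bile acid genes Slc27a5, Slco1a1 and Baat (-7.83, -6.78 and -6.44). Nr1i3 and Ppara fell by 5.14 and 2.52, while Hnf4a, a member of the same transcription factor list, rose. Prom1, Spp1 and Pkhd1 rose by 3.55, 3.02 and 1.34, and Mcm5, Mcm3 and Mcm2 by 2.73, 1.94 and 1.64. Under quantile normalization the bile acid list did not pass (camera adjusted p 0.182). For Slco1a1, Prom1 and Apoc3, 1 of the 4 libraries labelled HNF4a null lay apart from the others. No list held under the estimated correlation, and all 7 held under fry. Under fry 13 lists passed in all. The other lists did not pass camera, with adjusted p-values of 0.153 for acute phase and erythroid genes, 0.665 for fetal liver, 0.312 for Kupffer, 0.27 for neutrophil, 0.705 for endothelium, 0.532 for stellate and 0.55 for urea cycle genes. The lymphocyte list had 2 tested genes and was not tested.

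The triple null and the libraries labelled HNF4a null share no library. Of 435 genes lower in triple null against FoxA3 null and tested in both, 145 were also lower in the latter, against 28.7 expected by chance (odds ratio 8.63, 95% interval 6.9 to 10.8, Fisher's exact p 2.04e-66). Of 412 higher genes, 92 were shared against 32.5 expected (odds ratio 3.64, 2.82 to 4.66, Fisher's exact p 8.98e-21). Genes are not independent replicates, so these intervals and p-values are descriptive only. In the opposite direction, 57 of the lower genes were called higher (34.4 expected by chance) and 74 of the higher genes were called lower (27.2 expected). Without a minimum difference the odds ratios were 2.98 and 1.32. Across all 10774 genes the Spearman correlation was 0.13. Between triple null against FoxA3 null and Cre alfp against lox, 60 lower genes (5 expected) and 78 higher genes (6.2 expected) were shared, and the correlation across genes was 0.131, against 0.002 for unchanged groups.

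The triple null was also set against the authors' deposited tables of development. Across genes, the difference from FoxA3 null correlated with hepatoblast against adult at -0.017 and with newborn against adult at -0.158, with SDs of 0.038 and 0.039 between the 4 triple null libraries. Genes were taken as changed in the authors' deposited table at its adjusted p-value under 0.05. Of the genes lower in the triple null and changed in the authors' deposited table for hepatoblasts, 329 of 372 (88.4%) were lower there. Of the higher genes, 90 of 321 (28%) were higher there, against 38.4% of all genes that were tested here and changed in that table. In the authors' deposited table for newborns, 174 of 312 lower genes (55.8%) were lower and 137 of 295 higher genes (46.4%) were higher, where 43.9% of its changed genes that were tested here were higher. With lox as the reference, the correlations changed sign, to 0.054 and 0.113. If the adult reference holds the lox libraries, which was not checked for the newborn table, unchanged groups give 0.05 and 0.095. Genes are not independent replicates, and no p-value was drawn from these correlations.

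Calls were compared with the authors' deposited tables at an adjusted p-value under 0.05 and a change of at least 1 on the log2 scale. Of the genes those tables called that were also tested here (1274 of 1308 for triple null against FoxA3 null and 1999 of 2176 for the liver comparison), 60.3% (exact 95% interval 57.5 to 63) were called here for triple null against FoxA3 null, 65.8% against lox, 59% against Cre alfp and 62.7% for the liver comparison. Log2 differences correlated across genes at 0.927 to 0.944, and between 4 and 8 of the genes went in opposite directions.

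The authors' deposited list of HNF4a peaks in control samples holds 36755 peaks of 230 to 15892 bp, with a median width of 825 bp and a median score of 267 as the authors gave it. The highest scores were at chromosome 11, 61191238 to 61192827, and at chromosome 12, 84919741 to 84920739, in coordinates of a build the file does not name. The list covers control samples only, so no change in binding was tested.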

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

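Of the tests in this part, that of the way and time of deletion was chosen only after the interaction was seen, as was the use of median scaling to weigh it, although that setting had been chosen earlier.

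In groups of 4 libraries behind the named genes, 7 of 117 groups held a library far from its others, where chance alone gives about 1 in 20, or 5.8. Hsd3b5 was 1.72 RPKM in triple null replicate 4 against 0.982 to 1.08 in the others, and Reln was 1.36 RPKM in triple null replicate 2 against 0.492 to 0.547. Foxa2 was 20.6 RPKM in FoxA3 null replicate 3 against 11.1 to 11.8. Gm10736 was 0.737 RPKM in Cre alfp replicate 3 and listed at 0 in the others. In the libraries labelled HNF4a null, Slco1a1 was 0.766 RPKM in GGCTAC against 1.13 to 1.15. Prom1 was 25.9 RPKM in GTGGCCA against 17.8 to 18.9, and Apoc3 was 38.6 RPKM in TAGCTTA against 24.7 to 26.9. Scaling cannot change the case of Gm10736. After each library was scaled to one median, 5 of the other 6 were still outlying, which argues against library scaling for most of these 6. The number, 7, is near what chance gives, and no biological explanation was tested.

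The effect of deleting FoxA1 and FoxA2 differed with and without FoxA3 by a test of the difference itself, in 784 genes. The interaction was 7.32 for 9030619P08Rik, 5.41 for Spink3 and -6.81 for Vtn. Mir1894 was also called, but it was listed at 0 in 3 of the 4 groups and reached 554 RPKM in 1 Cre alfp library, so no fold is given. Under median scaling 781 genes were called, which argues against library scaling. Of 100 splits of the 15 libraries, the real one included, 1 gave as many genes as the real one. These splits shuffled libraries across all 4 groups, which also breaks up the batches and the deletion. They therefore cannot tell an interaction from other differences between the groups. An additive difference between the batches is removed by this contrast. A difference that is not additive is not removed, such as that of a gene listed at 0 in all libraries of 1 side. The way and time of deletion differ between the arms, so they cannot be told apart from FoxA3 in these 784 genes. The shares of Foxa1 and Foxa2 that remained also differ. They were 38.6% and 2.67% in the triple null, and 18.4% and 8.78% in Cre alfp, although neither gene was called in the interaction. A role of FoxA3 in the absence of the others remains an open hypothesis.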

How the results depend on the processing

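No called gene difference, called list or overlap reversed its direction under the alternatives run for it. The endothelium list of the liver comparison, not called and lower under camera, passed fry as higher (adjusted p 0.0196), and fry does not set a list against all other genes. The correlations with development and the balance of higher and lower calls did change direction. The protein-coding alternative was chosen after the data were seen, and the others before the data were examined.

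Without a minimum difference the counts of called genes rose to 3413 for triple null against FoxA3 null, 4891 against lox, 4743 against Cre alfp, 4001 for FoxA3 null against lox, 628 for Cre alfp against lox, 1658 for the interaction and 6569 for the liver comparison. This follows from its construction, as does the rise in the share of genes called in the authors' deposited tables that were also called here, to 88.5%, 90.9%, 88.3% and 93.5%. With a pseudocount of 0.1, FoxA3 null against lox called 1303 genes, and the cause was not tested. A mean RPKM of at least 5 left 171 calls for Cre alfp against lox and 1133 for the liver comparison, with fewer genes tested. Fitting only the groups compared left 182 calls for Cre alfp against lox, with fewer samples behind the spread. Over protein-coding symbols alone, FoxA3 null against lox called 463 genes, with fewer genes tested. Dropping the eBayes trend gave 932 genes for triple null against FoxA3 null and 1806 for the liver comparison.

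Scaling changed the balance of directions. The share of lower calls in the liver comparison was 41%, against 60.6% under quantile normalization, 65.8% under median scaling and 30.9% with a pseudocount of 0.1. For triple null against lox it was 42.9% against 54.9% under median scaling, for triple null against Cre alfp 48.9% against 60.4%, and for FoxA3 null against lox 49.5% against 63.7%. For triple null against FoxA3 null it was 48.7% against 52.4%.

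With lox as the reference, the correlation with the hepatoblast table changed sign, from -0.017 to 0.054, and with the newborn table from -0.158 to 0.113. The hepatoblast correlation was also above 0, at 0.019, over genes with a mean RPKM of at least 5. The adult reference of the hepatoblast table tracks the lox libraries, and that of the newborn table was not checked. Unchanged groups give 0.05 and 0.095 if both references hold the lox libraries. Camera with the estimated correlation left 2 lists for triple null against FoxA3 null and 0 for the liver comparison, while fry passed 9 and 13.

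Leaving out each library in turn gave 866 to 1034 genes for triple null against FoxA3 null, 1355 to 1704 against lox, 1049 to 1308 against Cre alfp, 605 to 1155 for FoxA3 null against lox, 634 to 885 for the interaction and 1779 to 1834 for the liver comparison. Cre alfp against lox ranged from 177, without lox replicate 1, to 284. The odds ratios of the overlap with the libraries labelled HNF4a null ranged from 7.82 to 9.56 for lower genes and 3.24 to 3.97 for higher genes in these fits. Other alternatives gave 2.98 and 1.32 without a minimum difference, 6.26 and 2.19 with lox as the reference, and 5.37 and 3.51 with a pseudocount of 0.1. They gave 6.52 and 4.71 over genes with a mean RPKM of at least 5, and 7.34 and 5.48 under quantile normalization. All of these values except 3.51 lay outside the ranges from leaving out libraries. In the fits that left out a library, other results moved as follows. The correlation with hepatoblasts ranged from -0.033 to 0.003 and with newborns from -0.186 to -0.103, the latter without FoxA3 null replicate 1. The lists passing ranged from 5, without FoxA3 null replicate 3, where the stellate list had too few genes to test, to 7 for triple null against FoxA3 null and stayed at 7 for the liver comparison. Leaving out 1 of the 2 HNF4a controls leaves a single control library, so no calls were made.

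The replicate numbers do not pair the libraries: 3 of 21 same-numbered pairs had correlated deviations over 0.1, with a mean of -0.033. With the replicate number as a block, 919 genes were called for triple null against FoxA3 null, 1513 against lox, 1179 against Cre alfp, 834 for FoxA3 null against lox, 229 for Cre alfp against lox and 772 for the interaction, and 6 lists passed. No paired analysis was possible for the liver comparison because its columns carry no replicate number.

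Of 103 differences of named genes, 94 kept their side of the threshold under every alternative run for them, and of 28 list results 7 did. The alternatives for HNF4a peaks near genes were not run, since the build of the peaks is not named. Relative depth limits the liver libraries most.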

Other observations

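Of the tests in this part, those of escaped cells, of other cell types and of the batch against the FoxA3 genotype were chosen only after the result was seen, and the permutation of list scores was added after the data were seen.

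Other splits of the same libraries were counted. For triple null against FoxA3 null, against lox and against Cre alfp, and for FoxA3 null against lox and Cre alfp against lox, 1 of the 35 splits gave as many called genes as the real one, which is the real split itself. The highest counts from other splits were 149, 978, 1, 704 and 84.

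Hnf4a was higher in the libraries labelled HNF4a null. Swapped group names would place those libraries closer to the undeleted lox hepatocytes. The Spearman correlation with the lox mean was 0.806 and 0.811 for the control libraries and 0.707 to 0.716 for those labelled null, a difference of 0.096 the other way. After median scaling the log2 difference of Hnf4a was 1.82, so library scaling does not account for it. A transcript that is still made but lacks the deleted exons may explain it, which values per gene do not test.

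The split between the hepatocyte libraries was examined further. Of the 11 genes listed at 0 in all FoxA3 null and triple null libraries, all 11 were also listed at 0 in the 6 liver libraries, which express Foxa3 at 23.3 to 31.4 RPKM. Loss of FoxA3 is therefore not needed for these 11, and a difference in library making or processing remains open for them. Beyond these 11, the 1277 genes that part the sides were not compared with the liver libraries as a set. As a set, batch and FoxA3 genotype cannot be told apart for them, since each side holds 1 genotype only.

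Foxa1 kept a larger share than Foxa2 in the triple null. Cells that escaped deletion of both genes would leave both at like shares. The share of Foxa1 was 35.9 percentage points above that of Foxa2, so such cells alone cannot account for it. Cells that lost Foxa2 but kept Foxa1 would also give unlike shares, which values per gene cannot test. Reads from exons outside the deleted part of Foxa1, or a longer-lived transcript, could contribute, and neither was tested.

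Endothelial markers were lower in the triple null. Their list score changed by -0.75 relative to the Kupffer list score. The Kupffer score varied widely in the triple null (1.8 ± 0.5 against 1.85 ± 0.14, n = 4 each). A lower share of all other cell types was therefore not ruled out. The stellate list score also fell, to 2.07 ± 0.52 from 2.9 ± 0.23 (5 tested genes). Its fall argues against a change in endothelial cells alone, although the stellate list lost its call in some settings. After median scaling the median log2 difference of the endothelial list was -0.82, which argues against library scaling. Of the 15 endothelial genes, 8 were above 1 RPKM in lox hepatocytes.

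The mean list scores per library gave a check that does not depend on the correlation between genes. For triple null against FoxA3 null, 8 of 13 lists reached an exact two-sided permutation p of 0.0286, the smallest that 4 against 4 can give, with an adjusted value of 0.0465. These were the 6 lists that passed camera and the bile acid (difference -0.88) and fetal liver (0.88) lists. The fetal liver list rests on 5 tested genes, of which 1 was called.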
